# Inhibition of BET bromodomain proteins as a therapeutic approach in prostate cancer

**DOI:** 10.18632/oncotarget.1572

**Published:** 2013-11-23

**Authors:** Anastasia Wyce, Yan Degenhardt, Yuchen Bai, BaoChau Le, Susan Korenchuk, Ming-Chih Crouthamel, Charles F. McHugh, Robert Vessella, Caretha L. Creasy, Peter J. Tummino, Olena Barbash

**Keywords:** BET, Brd4, c-Myc, prostate cancer, bromodomain

## Abstract

BET (bromodomain and extra-terminal) proteins regulate gene expression through their ability to bind to acetylated chromatin and subsequently activate RNA PolII-driven transcriptional elongation. Small molecule BET inhibitors prevent binding of BET proteins to acetylated histones and inhibit transcriptional activation of BET target genes. BET inhibitors attenuate cell growth and survival in several hematologic cancer models, partially through the down-regulation of the critical oncogene, *MYC*. We hypothesized that BET inhibitors will regulate *MYC* expression in solid tumors that frequently over-express *MYC*. Here we describe the effects of the highly specific BET inhibitor, I-BET762, on *MYC* expression in prostate cancer models. I-BET762 potently reduced *MYC* expression in prostate cancer cell lines and a patient-derived tumor model with subsequent inhibition of cell growth and reduction of tumor burden *in vivo*. Our data suggests that I-BET762 effects are partially driven by *MYC* down-regulation and underlines the critical importance of additional mechanisms of I-BET762 induced phenotypes.

## INTRODUCTION

Cancer epigenetics is a rapidly progressing field of oncology that has recently demonstrated the use of epigenetic drugs as targeted treatments in preclinical models of several cancer types, such as EZH2 inhibitors in B-cell lymphomas and rhabdoid tumors and DOT1L inhibitors in acute myeloid leukemia [1-3]. Recent studies demonstrated that small molecule inhibitors of BET proteins attenuate cellular proliferation and survival in several preclinical tumor models, including hematological and solid cancers. The BET protein family includes four members: BRD2, BRD3, BRD4 and BRDT. These proteins function as readers of acetylated chromatin that translate chromatin status into activated transcription through RNA PolII regulation. BET proteins play a role in the cellular proliferation through cell cycle and apoptosis regulation [4]. GSK525762A (I-BET762) is a specific and potent inhibitor of BET protein binding to acetylated histones [5,6]. BET inhibitors are efficacious in models of NUT midline carcinoma (NMC), a rare epithelial tumor type driven by the fusions of NUT protein with either BRD3 or BRD4 genes [7]. Additionally, BET inhibitors have shown therapeutic potential in preclinical models of multiple myeloma and acute myeloid leukemia through multiple mechanisms including down-regulation of *MYC* expression [8-13].

Amplification of the *MYC* locus is frequent in prostate cancer (30%) and is associated with disease progression and Gleason score [14]. c-Myc protein levels are also elevated in prostate tumors compared to normal prostate epithelium [15], with a stepwise increase from low-grade to high-grade prostatic intraepithelial neoplasia (PIN). *MYC* overexpression is sufficient to transform benign human prostate epithelium *in vitro* [16] and *MYC* transgenic mice develop PIN [17], suggesting that *MYC* plays a role in prostate cancer initiation. *MYC* is a promising target in prostate cancer as demonstrated in the preclinical models of prostate cancer with antisense nucleotides [18].

We have sought to explore *MYC* regulation in prostate carcinoma models in the response to I-BET762 treatment. We observed that I-BET762 treatment inhibits *MYC* expression accompanied by the growth inhibition and decreased survival in prostate cancer cells that over-express *MYC*. Importantly, BET inhibition reduces tumor burden in a primary model of castration resistant prostate cancer that expresses high levels of *MYC*. Our data suggest that BET inhibitors offer new therapeutic approach to treat prostate tumors driven by *MYC*.

## RESULTS

### I-BET762 Inhibits Cell Growth and Induces Cell Death in a Subset of Prostate Cancer Cell Lines

We screened a panel of prostate cancer cell lines for sensitivity to I-BET762 in a 6 day growth assay. While some level of growth inhibition was observed in all cell lines, a subset of the cell line panel was particularly sensitive to I-BET762, with growth IC_50_ (gIC_50_) values ranging from 25 nM to 150 nM (Figure 1A). Cell cycle analysis in a subset of cell lines revealed a range of responses to I-BET762 treatment. Concentration-dependent G1 arrest was observed in the LNCaP cell line, whereas sub-G1 accumulation was detected in VCaP cells (Figure 1B, C; Supplemental Table S1). PC3 cells exhibited minimal growth inhibition in response to I-BET762; however cell cycle analysis revealed a slight increase in the sub-G1 fraction suggesting low-level cell death in response to compound treatment.

**Figure 1:**
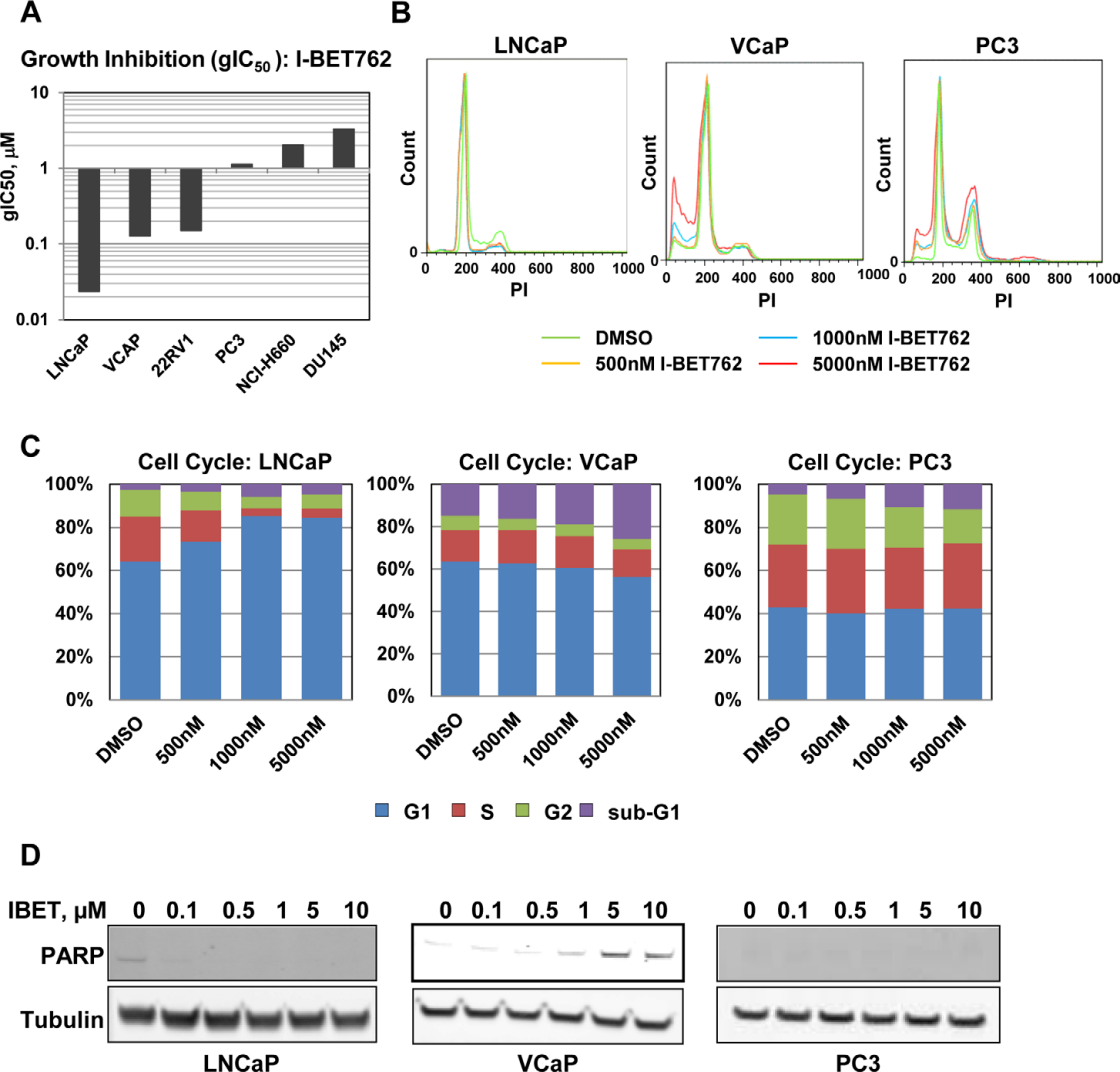
Characterization of I-BET762 sensitivity in prostate cancer cell lines A, Average growth IC_50_ (gIC_50_) values observed for I-BET762 in a panel of prostate cancer cell lines obtained from a 6 day growth-death assay (minimum n=2). B, Histograms generated from cell cycle analysis in the indicated cell lines following 6 days treatment with vehicle, 0.5 µM, 1 µM, or 5 µM I-BET762. Data shown was from a single experiment representative of typical results. C, Stacked bar graphs representing the average population of cells in various phases of the cell cycle following treatment with I-BET762 for three days in the indicated cell lines (n=2). D, Western blot analysis of cleaved PARP in the indicated cell lines following three day treatment with a titration of I-BET762.

PARP cleavage confirmed induction of apoptosis in VCaP cells (Figure 1E). In contrast, we detected minimal cleaved PARP in cell lines that were either less sensitive to I-BET762 (PC3), or exhibited G1 arrest in response to the compound (LNCaP). Our data therefore suggest that growth inhibition and apoptosis are independently triggered in a subset of prostate cancer cell lines in response to BET inhibitor treatment.

To gain an understanding of the individual contributions of BRD2, BRD3, and BRD4 to the growth inhibitory effects observed upon treatment with I-BET762, we transfected LNCaP cells with siRNAs specific for the individual BET proteins and measured effects on cell growth after 6 days (Supplemental Figure S1). While the most consistent and pronounced effects were observed following BRD4 knockdown, loss of BRD2 and BRD3 also inhibited LNCaP cell growth, suggesting that all three BET family proteins contribute to the potent growth responses to BET inhibitors observed in prostate cancer cell lines.

### High AR, c-Myc, and BET Protein Expression Observed in Cell Lines Sensitive to I-BET762

To gain a better understanding of the mechanisms through which BET inhibitors regulate cell growth and death in prostate cancer cell lines, we analyzed basal expression of BET proteins and several oncogenes that are known drivers in prostate cancer, including *ERG*, *MYC*, and *AR* (Figure 2). *ERG* and *TMPRSS2-ERG* RNA expression was observed in the VCaP and H660 cell lines (Figure 2A), which possess a translocation resulting in a *TMPRSS2-ERG* fusion transcript [19,20]. High c-Myc expression was observed in several cell lines (Figure 2A, B). While we did not observe a significant correlation between *MYC* RNA expression and sensitivity to I-BET762 (Supplemental Figure S2), c-Myc protein expression appeared to qualitatively track with sensitivity, with the highest levels of c-Myc protein occurring in the cell lines with the lowest gIC_50_. Despite the high level of c-Myc expression we did not detect copy number gains at the *MYC* locus in any cell lines (Figure 2C). Similarly, we observe no significant correlation between RNA expression of *AR* or BET family genes and sensitivity (Supplemental Figure S2); however, protein expression, particularly for AR and BRD3, appear to be higher in cell lines exhibiting greater sensitivity to I-BET762 (Figure 2B).

**Figure 2:**
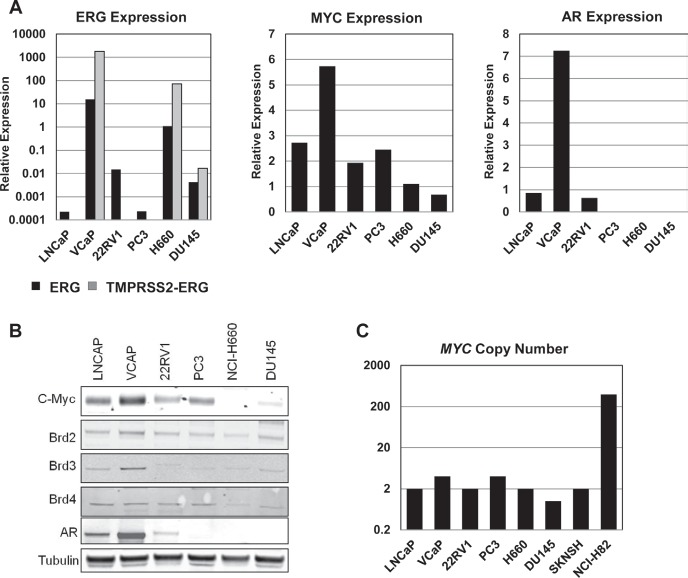
Expression of various driver oncogenes in prostate cancer cell lines A, qPCR analysis of basal *MYC*, *AR*, *ERG*, and *TMPRSS2-ERG* expression in the indicated cell lines. Data were normalized to expression of *GAPDH*, and are presented as relative expression compared to normal prostate RNA. B, Western blot analysis of basal expression of c-Myc, ERG, AR, and BET proteins in the prostate cancer cell line panel. C, Copy number analysis for *MYC* in the prostate cancer cell line panel. SK-N-SH and NCI-H82 were included as controls for normal and amplified *MYC* copy number, respectively.

### I-BET762 Down-regulates *MYC* Expression Signatures in a Subset of Prostate Cancer Cell Lines

To gain a better understanding of the pathways regulated by I-BET762 treatment in prostate cancer, we profiled gene expression changes in four cell lines (LNCaP, VCaP, NCI-H660, and PC3) following 24 hours of treatment with I-BET762 via Affymetrix microarrays. 

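The arrays cover 4 cell lines. LNCaP and VCaP are lines from prostate cancer metastases, PC3 is a line from a bone metastasis, and NCI-H660 is a line of neuroendocrine prostate cancer. Each line had 2 independent biological replicates of vehicle, 0.5 µM and 10 µM I-BET762, 24 arrays in all. At 0.5 µM, limma called 1152 probe sets higher and 1009 lower than vehicle on the arrays labelled LNCaP, and 455 higher and 870 lower on those labelled VCaP. PC3 had 295 higher and 234 lower, and NCI-H660 had 140 higher and 209 lower. At 10 µM, 3194 were higher and 2650 lower on the arrays labelled LNCaP, 1522 higher and 1798 lower on those labelled VCaP, 912 higher and 923 lower in PC3, and 800 higher and 1547 lower in NCI-H660. Setting 10 µM directly against 0.5 µM gave 917 changed probe sets (labelled LNCaP), 418 (labelled VCaP), 82 (PC3) and 273 (NCI-H660).

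ERG is the ETS transcription factor that the TMPRSS2-ERG fusion of VCaP and NCI-H660 places under an androgen-driven promoter. Its signal in vehicle was 6984 ± 142 (SD, n = 2) on the arrays labelled LNCaP and 18.1 ± 2.8 (SD, n = 2) on those labelled VCaP, under the detection floor of 100, so at least 69.8-fold higher on the former (limma adjusted p = 1.4e-07). CRISP3 and TDRD1, which accompany ERG in prostate cancers, lay the same way, at 14692 ± 1617 against 27.4 and at 724 ± 46.6 against 14.2. ETV1, the ETS gene that is rearranged in LNCaP, lay the other way, at 43 ± 14.8 on the arrays labelled LNCaP and 375 ± 45.9 on those labelled VCaP (at least 3.74-fold higher on the latter, limma adjusted p = 0.00463). All 4 probe sets of ERG and all 5 of ETV1 separated the 6 arrays of each label completely. Of 19 detected genes of the ERG target list, 11 were higher in vehicle on the arrays labelled LNCaP and 3 on those labelled VCaP (limma camera, p = 0.00176, and p = 0.0132 with an estimated correlation). In the paper, qPCR finds ERG in VCaP and NCI-H660 (Fig. 2A), and the methods state that the lines were authenticated by STR profiling. Both groups of arrays are therefore called by their labels, and every value given for one of these lines alone holds for the arrays so labelled. Contrasts of both lines together against PC3 and NCI-H660 do not depend on which is which.

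**Figure D1:**
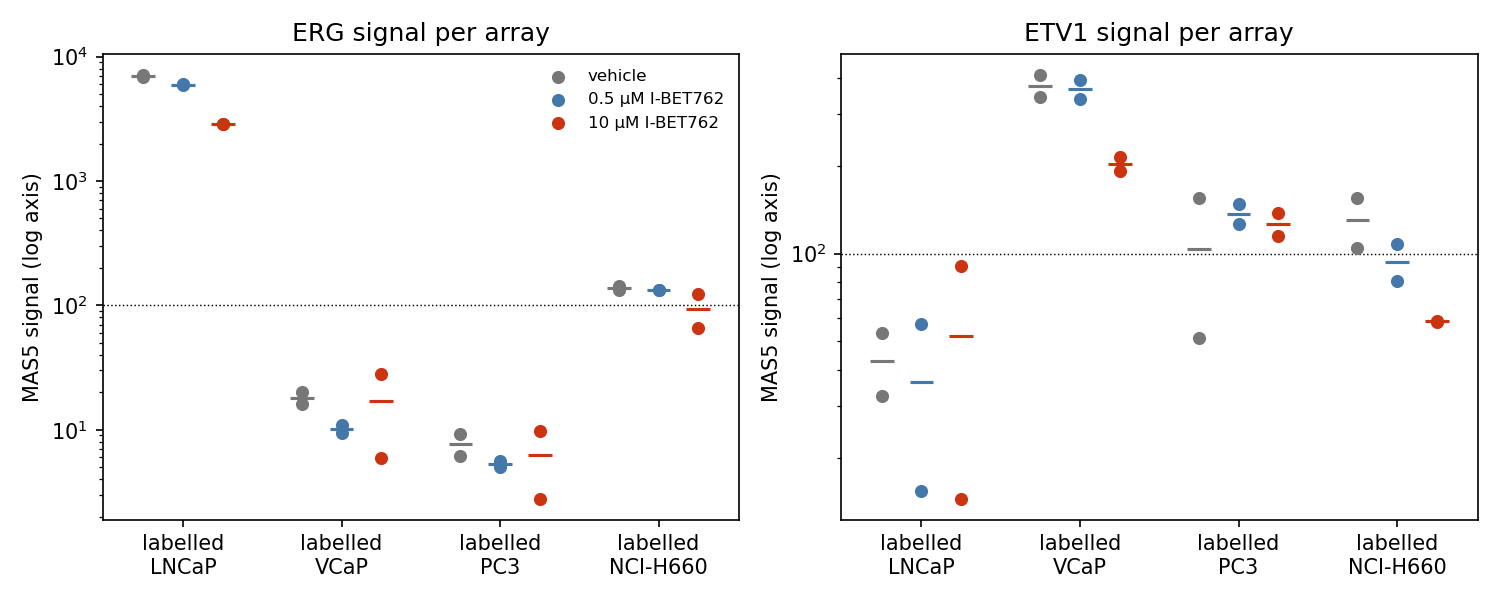
MAS5 signal (log axis) of ERG and ETV1 on each of the 24 arrays, by labelled cell line and by treatment for 24 hours (grey, vehicle; blue, 0.5 µM; red, 10 µM I-BET762). Dots are arrays, bars are means of 2 arrays and the dotted line is the detection floor of 100. The 6 arrays labelled LNCaP lie between 2866.8 and 7084.5 for ERG, and the 6 labelled VCaP between 5.9 and 28.3; for ETV1 they lie between 14.5 and 90.3 and between 191.7 and 407.8.

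The authors processed the arrays with MAS5 and scaled each to a target intensity of 500; the trimmed mean was 500.0 on every array. Median signals lay between 72.27 and 100.32, and between 44.35% and 50.05% of probe sets reached a signal of 100. Replicates correlated at 0.9741 to 0.9855 on the log2 scale, and 2 arrays per group limit the precision of each mean. The deposited signals were taken to log2 and fitted in a single limma model of 12 groups, without a trend. A probe set was called at an adjusted p under 0.1 (Benjamini-Hochberg over 54613 probe sets), a fold change over 2 and a mean signal of at least 100 in either group. A gene took the values of its probe set with the highest mean, and a fold against a group under that floor is given as at least the fold against the floor. Gene lists were fixed before the data were examined, with Tables 1 and S1 to S4 of the paper already read; their counts use no fold minimum, and limma's camera tested each list against all other genes.

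Centring each array on its median moved the median change by -0.183, -0.129 and -0.133 on the arrays labelled LNCaP (0.5 and 10 µM) and VCaP (10 µM), and by 0.179 in NCI-H660 at 10 µM. The split of higher against lower was then 671 against 1512 and 2493 against 3287 (labelled LNCaP), 1094 against 2305 (labelled VCaP, 10 µM), and 154 against 133 and 1326 against 1046 (NCI-H660); quantile normalization gave 1105 against 1266 for NCI-H660 at 10 µM. The 349 probe sets of NCI-H660 at 0.5 µM became 218 without the replicate 1 vehicle array and 227 without 0.5 µM replicate 1. The 82 of PC3 became 212 and 208 without 10 µM replicate 1 or 2 and 184 without 0.5 µM replicate 2, and the 273 of NCI-H660 became 178 without 0.5 µM replicate 1. With each line fitted alone limma called 0 in PC3 and in NCI-H660 at 0.5 µM (941 and 773 at an unadjusted p under 0.05) and 411 in PC3 at 10 µM, and for 10 against 0.5 µM 184 on the arrays labelled LNCaP and 0 on those labelled VCaP, in PC3 and in NCI-H660 (672, 298 and 565 at an unadjusted p under 0.05).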

Significant down-regulation of genes associated with cell cycle and DNA replication were observed in LNCaP and VCaP (Table 1, Supplemental Table S2), which is consistent with the potent growth inhibition observed in these cell lines. 

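Genes of DNA replication fell on the arrays of both lines at 0.5 µM. Of 52 measured members, 33 were lower, 1 was higher and 18 did not pass on the arrays labelled LNCaP (36 lower when adjusted over the list alone; limma camera, adjusted p = 4.55e-14). Those labelled VCaP had 47 lower and 1 higher (48 lower when adjusted over the list alone; adjusted p = 3.78e-35). ORC1, the largest subunit of the origin recognition complex, was at least 3.45-fold lower on the arrays labelled LNCaP (adjusted p = 0.000582) and at least 4.05-fold lower on those labelled VCaP (adjusted p = 0.000142). POLE2, a subunit of DNA polymerase epsilon, went from 1130 ± 92.9 to 315 ± 22.3 (SD, n = 2) on the arrays labelled LNCaP, a log2 change of -1.84 (standard error 0.15, limma adjusted p = 5.57e-06). CDC45, part of the replicative helicase, fell by 2.73 (standard error 0.23, adjusted p = 6.18e-06) and CDC6, which loads that helicase, fell by 2.64 (standard error 0.12, adjusted p = 7.23e-08) on the arrays labelled VCaP. ORC4, another subunit of the origin recognition complex, was the 1 member that rose, by 0.69 (adjusted p = 0.00245) and 0.59 (adjusted p = 0.0102). At 10 µM 36 members were lower on the arrays labelled LNCaP and 47 on those labelled VCaP.

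The mitosis list, 56 genes of the spindle, the kinetochore and their kinases, fell as a whole on the arrays labelled VCaP. At 0.5 µM all 56 were lower there, and also when adjusted over the list alone (adjusted p = 2.47e-56); at 10 µM 52 were lower. KIF23, a kinesin of cytokinesis, went from 667 ± 39.3 to 103 ± 0.4, a log2 change of -2.69 (standard error 0.16, adjusted p = 3.26e-07). NDC80, a kinetochore component, fell by 2.52 (standard error 0.12, adjusted p = 7.23e-08) and NCAPG, a condensin subunit, fell by 2.49 (standard error 0.13, adjusted p = 8.26e-08). Fewer passed on the arrays labelled LNCaP at 0.5 µM, where 21 were lower, CENPE and BUB1 were higher and 33 did not pass (22 lower when adjusted over the list alone; adjusted p = 0.000265, and adjusted p = 0.0896 with an estimated correlation). These falls were small: with a fold minimum of 2, 1 of the 56 was lower (Fisher's exact test, 0.39-fold of chance, p = 0.52). FOXM1, a transcription factor of mitotic genes, fell by 1.02 there (standard error 0.18, adjusted p = 0.00191), and the mitotic kinase AURKB fell by 0.88 (standard error 0.13, adjusted p = 0.000545). At 10 µM 24 were lower and 8 higher on these arrays (adjusted p = 0.0318, and adjusted p = 0.345 with an estimated correlation). Median centring gave 28 lower and 0 higher by limma (1 higher at an unadjusted p under 0.05) at 0.5 µM and 24 lower and 4 higher at 10 µM. The mitosis response differed between the arrays of these lines at 0.5 µM (camera on the difference, adjusted p = 8.48e-06 with an estimated correlation). On the arrays labelled VCaP the fall was smaller at 10 µM, with median log2 changes of -1.64 at 0.5 µM and -1.235 at 10 µM. Set directly against 0.5 µM, 19 members were higher at 10 µM and 1 lower (camera, adjusted p = 6.03e-12, and 0.00554 with an estimated correlation).

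Fewer replication genes passed in PC3 and NCI-H660 at 0.5 µM. In PC3 4 of them were lower and 2 higher (5 lower when adjusted over the list alone; adjusted p = 0.679), and in NCI-H660 only RFC3 of the clamp loader was lower (2 lower when adjusted over the list alone; adjusted p = 0.253). Mitosis genes lower numbered 5 in PC3 (7 when adjusted over the list alone; adjusted p = 0.000181) and 4 in NCI-H660 (13 when adjusted over the list alone; adjusted p = 2.28e-07), with median log2 changes of the list of -0.16 and -0.19, against -0.20 on the arrays labelled LNCaP and -1.64 on those labelled VCaP; both list calls held with an estimated correlation, at adjusted p = 0.0823 and 0.025. After median centring limma called 0 mitosis genes lower in either line (12 in PC3 and 8 in NCI-H660 at an unadjusted p under 0.05) and 0 replication genes lower (7 and 2). More passed at 10 µM, where 32 mitosis genes were lower in PC3 (camera, adjusted p = 2.41e-12) and 18 in NCI-H660 (adjusted p = 1.78e-05). Median centring gave 21 and 9. Replication genes at 10 µM were lower for 16 and higher for 2 in PC3 (adjusted p = 0.000846). In NCI-H660 9 were lower and 7 higher (adjusted p = 0.823). For DNA replication the changes on the arrays labelled LNCaP and VCaP differed from those of PC3 and NCI-H660 at 0.5 µM, with 39 of 52 members further down (47 when adjusted over the list alone; adjusted p = 9.48e-33). With each line fitted alone, 21 replication genes and 4 mitosis genes were lower on the arrays labelled LNCaP at 0.5 µM. The mitosis count there was 13 without vehicle replicate 2, and also without 0.5 µM replicate 2.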

Despite high level expression in VCaP and LNCaP, we observe no change in *AR* expression upon I-BET762 treatment in any of the cell lines profiled (Supplemental Table S3). Consistent with sustained expression of AR, we observe minimal effects on androgen-dependent gene expression or growth in LNCaP cells treated with I-BET762 (Supplemental Figure S3), suggesting that the potent growth inhibition observed in LNCaP cells with I-BET762 is due to perturbation of other pathways. Similarly, despite high level expression of *ERG* transcripts in VCaP and H660 cells, we observe no consistent changes in expression of *ERG*, *TMPRSS2-ERG*, or downstream targets in either cell line (Supplemental Table S3, Supplemental Figure S4).

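ERG was bright on the arrays labelled LNCaP, where its signal was 5956 ± 56 (SD, n = 2) at 0.5 µM and 2873 ± 8.7 at 10 µM. The log2 changes from vehicle were -0.23 (limma adjusted p = 0.888) and -1.28 (adjusted p = 0.166), each with a standard error of 0.61. In NCI-H660, which carries the TMPRSS2-ERG fusion, ERG was 138 ± 6.2 in vehicle, 133 ± 1.6 at 0.5 µM (log2 change -0.06, adjusted p = 0.993) and 93.9 ± 40.2 at 10 µM (adjusted p = 0.612). All arrays labelled VCaP and all PC3 arrays had ERG under the detection floor, so no fold is given for them. TMPRSS2, the androgen-driven gene whose promoter the fusion borrows, had a log2 change of -0.07 (standard error 0.51, adjusted p = 0.962) at 0.5 µM on the arrays labelled LNCaP, and fell by 1.28 at 10 µM (adjusted p = 0.0943). On those labelled VCaP its log2 changes were 0.25 (adjusted p = 0.877) and -1.07 (adjusted p = 0.201). The fusion transcript itself was not analysed here.

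Few genes reported as ERG targets passed at 0.5 µM. Of 18 measured members 1 passed on the arrays labelled LNCaP (also 1 when adjusted over the list alone; limma camera, adjusted p = 0.994). It was EZH2, the methyltransferase of Polycomb repressive complex 2, which fell by 0.65 (standard error 0.13, adjusted p = 0.00361). On those labelled VCaP 2 of 12 were higher and 2 lower (2 and 3 when adjusted over the list alone; adjusted p = 0.643). ADAMTS1, a secreted metalloprotease, fell by 3.07 there (standard error 0.65, adjusted p = 0.00983), and EZH2 fell by 1.68 (adjusted p = 1.77e-06). FZD4, a Wnt receptor, rose by 0.60 on the same arrays; after median centring limma called 0 higher (1 at an unadjusted p under 0.05) and 2 lower. None of 14 members passed in NCI-H660 (limma; 1 higher and 1 lower at an unadjusted p under 0.05 and when adjusted over the list alone; camera, adjusted p = 0.537). At 10 µM 1 of 18 was higher and 4 were lower on the arrays labelled LNCaP (adjusted p = 0.956). PLA1A, a phospholipase, fell by 2.29 (standard error 0.80, adjusted p = 0.0531), HLA-DMB, a chaperone of antigen presentation, fell by 1.88 (adjusted p = 0.000133), and SOX9, a transcription factor of the prostate epithelium, rose by 0.75.

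Near-background groups of the other lines enter the standard error of ERG in the single fit, and the change at 10 µM on the arrays labelled LNCaP passed when that line was fitted alone. It also passed as the mean over the probe sets of ERG (-1.48) and by its probe set with the largest change (-2.04, standard error 0.41, adjusted p = 0.002).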

**Table 1:** Pathways Most Significantly Down-regulated by I-BET762 in LNCaP Cells

Term	Fold Enrichment	p-value
GO:0006260~DNA replication	2.966618045	1.49E-07
GO:0042254~ribosome biogenesis	3.356584772	9.85E-07
REACT_383:DNA Replication	3.281781377	2.6E-06
GO:0006268~DNA unwinding during replication	10.00720926	4.6E-06
hsa03030:DNA replication	5.264214047	7.62E-06
GO:0006259~DNA metabolic process	1.878883924	1.32E-05
GO:0006270~DNA replication initiation	8.756308101	1.39E-05
GO:0032508~DNA duplex unwinding	7.783384979	3.49E-05
GO:0032392~DNA geometric change	7.783384979	3.49E-05
GO:0022613~ribonucleoprotein complex biogenesis	2.459637107	7.4E-05

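Among 11806 genes detected on the arrays labelled LNCaP at 0.5 µM, 535 were called lower, and 5 of the fixed lists were over-represented among them (Fisher's exact test, two-sided). Direct targets of c-Myc had the lowest p-value, with 27 of 58 members called lower, 10.27-fold more than by chance (adjusted p = 6.68e-20). DNA replication had 18 of 52, 7.64-fold (adjusted p = 1.02e-10), and ribosome biogenesis with 13 of 46, 6.24-fold (adjusted p = 1.3e-06). Genes of the G1/S transition were at 5 of 21, 5.25-fold (adjusted p = 0.0195). Of 4 basal and mesenchymal markers detected, 2 were called lower, the keratin KRT14 and the hyaluronan receptor CD44, 11.03-fold (adjusted p = 0.0917).

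Ribosome biogenesis covers nucleolar factors that process and assemble ribosomal RNA. Without a fold minimum, 38 of its 46 measured members fell on these arrays (43 when adjusted over the list alone; limma camera, adjusted p = 2.48e-18). NOP16, a nucleolar protein, went from 4790 ± 304 to 1344 ± 14.9 (SD, n = 2), a log2 change of -1.83 (standard error 0.13, adjusted p = 1.89e-06). RRP12, an export factor of pre-ribosomes, fell by 1.54 (standard error 0.27, adjusted p = 0.0018). MRTO4, a factor of the large subunit, fell by 1.44 (standard error 0.18, adjusted p = 0.00013), and BYSL, a factor of the small subunit, fell by 1.41 (standard error 0.11, adjusted p = 5.85e-06). These genes stand on the c-Myc target list too, so the pair of lists is not independent. Of 30 measured proteins of the ribosome itself, 1 passed, RPL22, with a log2 change of -0.29 (adjusted p = 0.0982); by limma 0 passed when adjusted over the list alone, and 0 were lower after quantile normalization (1 lower at an unadjusted p under 0.05; camera, adjusted p = 0.728). With each line fitted alone 20 ribosome biogenesis genes were lower.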

Top 10 most significantly down-regulated pathways in LNCaP cells treated with 0.5µM I-BET762. Complete functional analyses for LNCaP, VCaP, H660, and PC3 cells are detailed in Supplemental Table S2.

Among the genes down-regulated in our data set was *MYC*, which was previously shown to be silenced by BET inhibitors in a number of tumor types [8-11]. 

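MYC fell on the arrays labelled LNCaP, on those labelled VCaP and in PC3, and rose in NCI-H660. Its signal in vehicle was 5326 ± 78.8 (SD, n = 2) on the arrays labelled LNCaP, 5987 ± 107 on those labelled VCaP, 7748 ± 211 in PC3 and 776.5 ± 24.5 in NCI-H660. After 24 hours with 0.5 µM it was 1766, 2500, 4096 and 863.5, and with 10 µM 1367, 980.1, 3888 and 1289. The log2 change at 0.5 µM was -1.59 (limma adjusted p = 1.18e-06) on the arrays labelled LNCaP, -1.26 (adjusted p = 2.92e-06) on those labelled VCaP and -0.92 (adjusted p = 0.000275) in PC3, each with a standard error of 0.10. At 10 µM it was -1.96 (adjusted p = 1.51e-08), -2.61 (adjusted p = 3.63e-09) and -1.0 (adjusted p = 3.86e-05). NCI-H660 had a log2 change of 0.15 (adjusted p = 0.605) at 0.5 µM and 0.73 (adjusted p = 0.000286) at 10 µM.

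HEXIM1, an inhibitor of the elongation kinase P-TEFb that rises in many cells given BET inhibitors, rose in all 4 lines. At 0.5 µM its log2 change was 2.07 (standard error 0.12, adjusted p = 6.44e-07) on the arrays labelled LNCaP, 1.39 (adjusted p = 6.16e-06) on those labelled VCaP, 0.41 (adjusted p = 0.0822) in PC3 and 1.1 (adjusted p = 0.00037) in NCI-H660. BRD2, a BET protein and itself a target of the drug, rose by 0.99 (adjusted p = 3.87e-05), 1.19 (adjusted p = 8.13e-06) and 0.71 (adjusted p = 0.00244), with 0.33 (adjusted p = 0.147) in NCI-H660. BRD3 did not pass at 0.5 µM in any line. With each line fitted alone, the MYC changes in PC3 no longer passed at either concentration. Their size was unchanged, at log2 changes of -0.921 and -0.996.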

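The list of c-Myc targets holds genes that c-Myc activates directly, most of them for ribosome assembly, nucleotide synthesis and metabolism. At 0.5 µM 47 of its 58 measured members fell on the arrays labelled LNCaP and 11 did not pass (51 lower when adjusted over the list alone; limma camera, adjusted p = 6.59e-26, and 2.02e-05 with an estimated correlation). SLC29A2, a nucleoside transporter, went from 2176 ± 320 to 312.5 ± 6.6 (SD, n = 2), a log2 change of -2.79 (standard error 0.21, adjusted p = 3.18e-06), although 1 of its other probe sets was higher. EXOSC5, a subunit of the RNA exosome, fell by 1.71 (standard error 0.11, adjusted p = 1.18e-06). NOP16 and MCM5, a helicase subunit, were among the 4 largest changes as well. At 10 µM 52 members were lower and 1 was higher (55 lower when adjusted over the list alone; adjusted p = 1.38e-19). NME1, a nucleoside diphosphate kinase, fell by 3.11 at that concentration (standard error 0.12, adjusted p = 2.93e-09).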

GSEA analysis identified *MYC* signatures among the top 10 most significantly down-regulated signatures in the LNCaP cell line following treatment with 0.5 µM I-BET762 (Figure 3A). 

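On the arrays labelled VCaP 32 of 58 measured c-Myc targets fell at 0.5 µM (41 when adjusted over the list alone; limma camera, adjusted p = 2.06e-16) and 48 at 10 µM (48 when adjusted over the list alone; adjusted p = 4.26e-18). PLK1 and PLK4, kinases of mitosis and of centriole duplication, fell by 1.95 (standard error 0.17, adjusted p = 8.46e-06) and by 1.75 (standard error 0.16, adjusted p = 9.18e-06) at 0.5 µM, next to the helicase genes MCM4 and MCM5. These are cell-cycle genes, so the list is not independent of the fall in replication and mitosis genes. Among genes called lower there, c-Myc targets were 3.22-fold over chance (Fisher's exact test, adjusted p = 0.0268). Mitosis genes were 20.83-fold and ribosome biogenesis genes 1.01-fold. Without a fold minimum 22 of 46 ribosome biogenesis genes were lower. UNG, a DNA repair glycosylase, fell by 2.10 (standard error 0.15, adjusted p = 7.08e-07) at 10 µM. In PC3 10 members fell and 1 rose at 0.5 µM (22 lower when adjusted over the list alone; adjusted p = 1.05e-08; after median centring 5 lower and, by limma, 0 higher, with 1 higher at an unadjusted p under 0.05), and 26 fell and 1 rose at 10 µM (38 lower when adjusted over the list alone; adjusted p = 1.69e-09). HK2, the hexokinase of glycolysis, fell by 1.09 (standard error 0.16, adjusted p = 0.0021) in PC3 at 0.5 µM, and SLC19A1, the folate carrier, fell by 0.62 (standard error 0.12, adjusted p = 0.0124). ODC1, the first enzyme of polyamine synthesis, was the member that rose, by 0.50 (adjusted p = 0.0449). The list test did not pass in NCI-H660, where 2 of 57 were higher and 2 lower at 0.5 µM (4 higher and 2 lower when adjusted over the list alone; adjusted p = 0.772), and 8 of 58 were higher and 8 lower at 10 µM (15 higher and 9 lower when adjusted over the list alone; adjusted p = 0.537). The balance at 10 µM depends on the scaling, with 12 higher and 9 lower after quantile normalization and 19 higher and 4 lower after median centring. NDUFAF4, an assembly factor of respiratory complex I, rose by 1.01 (adjusted p = 0.000952) there at 10 µM, while SLC19A1 fell by 1.24 (adjusted p = 1.69e-05).

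MYC itself, measured here as transcript, changed between the concentrations used in some lines. From 0.5 to 10 µM its log2 change was -0.37 (standard error 0.10, adjusted p = 0.0417) on the arrays labelled LNCaP, -1.35 (adjusted p = 1.33e-05) on those labelled VCaP, -0.08 (adjusted p = 0.869) in PC3 and 0.58 (adjusted p = 0.0101) in NCI-H660. Between these concentrations the c-Myc targets fell further on the arrays labelled LNCaP (19 of 58 lower, 2 higher, adjusted p = 8.13e-07), on those labelled VCaP (19 lower, adjusted p = 2.34e-10) and in PC3 (5 lower, adjusted p = 0.000265), and not in NCI-H660 (2 lower, 2 higher, adjusted p = 0.73). The paper's western blot measures c-Myc protein over a titration and after a longer treatment. No concentration between vehicle and 0.5 µM was on the arrays. The MYC value of PC3 therefore cannot decide whether its c-Myc protein depends on concentration.

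Some of the counts of c-Myc targets depend on the fit. With each line fitted alone 9 members were lower on the arrays labelled VCaP at 0.5 µM and 42 at 10 µM. Those labelled LNCaP had 34 and 47. In PC3 limma called none at either concentration (7 and 20 at an unadjusted p under 0.05). In NCI-H660 it called none at 0.5 µM and 2 at 10 µM (2 and 7 at an unadjusted p under 0.05). Without single arrays the count at 0.5 µM on the arrays labelled VCaP was 20 (0.5 µM replicate 2) or 21 (vehicle replicate 1); in PC3 it was 2, 3, 5 and 4 at 0.5 µM (vehicle replicates 1 and 2, 0.5 µM replicates 1 and 2) and 17 at 10 µM (vehicle replicate 2), and in NCI-H660 it was 0 at 0.5 µM without any of its arrays and 3, 4 and 5 at 10 µM (10 µM replicate 2, vehicle replicates 1 and 2).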

Additional analysis revealed significant down-regulation of *MYC* signatures in 3 out of the 4 cell lines profiled (Supplemental Figure S5), as well as concentration-dependent suppression of c-Myc expression in these same cell lines (Figure 3B). 

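Taken against the mean of PC3 and NCI-H660, MYC fell further on the arrays labelled LNCaP and VCaP, with a log2 difference of -1.04 at 0.5 µM (standard error 0.10, limma adjusted p = 6.36e-05) and -2.15 at 10 µM (adjusted p = 6.14e-08). Line by line, the difference of labelled LNCaP from PC3 was -0.67 (standard error 0.14, adjusted p = 0.0234) at 0.5 µM and -0.97 (adjusted p = 0.000724) at 10 µM. That of labelled VCaP from PC3 was -0.34 (adjusted p = 0.301) and -1.62 (adjusted p = 2.39e-05). NCI-H660 differed from each of the other three at both concentrations; the smallest of these differences was between PC3 and NCI-H660 at 0.5 µM, -1.07 (adjusted p = 0.00745). Between the arrays labelled LNCaP and VCaP the MYC change was not shown to differ at 0.5 µM (-0.33, adjusted p = 0.304), and at 10 µM the fall was deeper on those labelled VCaP (log2 difference 0.65, adjusted p = 0.0121).

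At 0.5 µM 39 of 58 direct c-Myc targets fell further on the arrays labelled LNCaP and VCaP than in PC3 and NCI-H660 (47 when adjusted over the list alone; limma camera, adjusted p = 8.8e-25), and 47 did at 10 µM (50 when adjusted over the list alone; adjusted p = 5.93e-23). Nucleolar genes of ribosome biogenesis did so for 24 of 46 at 0.5 µM (adjusted p = 5.42e-15). In this list 22 members were lower on the arrays labelled VCaP (28 when adjusted over the list alone; adjusted p = 3.27e-09) and 5 in PC3 (16 when adjusted over the list alone; adjusted p = 5.31e-08), while in NCI-H660 4 were higher (6 when adjusted over the list alone; adjusted p = 0.0391); median centring gave 2 in PC3 and 2 in NCI-H660. The targets fell further on the arrays labelled LNCaP than on those labelled VCaP at 0.5 µM (adjusted p = 7.38e-07). Across all probe sets, 1034 of 33703 detected ones changed differently between the lines called sensitive and the other lines at 0.5 µM, 525 of them lower and 509 higher. At 10 µM it was 3200 of 33942, with 1273 lower and 1927 higher. Tests of the lines called sensitive against the others take their error from duplicate arrays within lines. With 2 lines on each side they describe these lines, and not sensitive lines in general. PC3 had more MYC in vehicle than the arrays labelled LNCaP (log2 difference -0.54, adjusted p = 0.000637) or VCaP (-0.37, adjusted p = 0.00957).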

Suppression of c-Myc and its downstream targets was most pronounced in cells lines exhibiting the greatest sensitivity to I-BET762, suggesting that perturbations in *MYC* pathways may contribute to the growth effects observed in prostate cancer cell lines.

**Figure 3:**
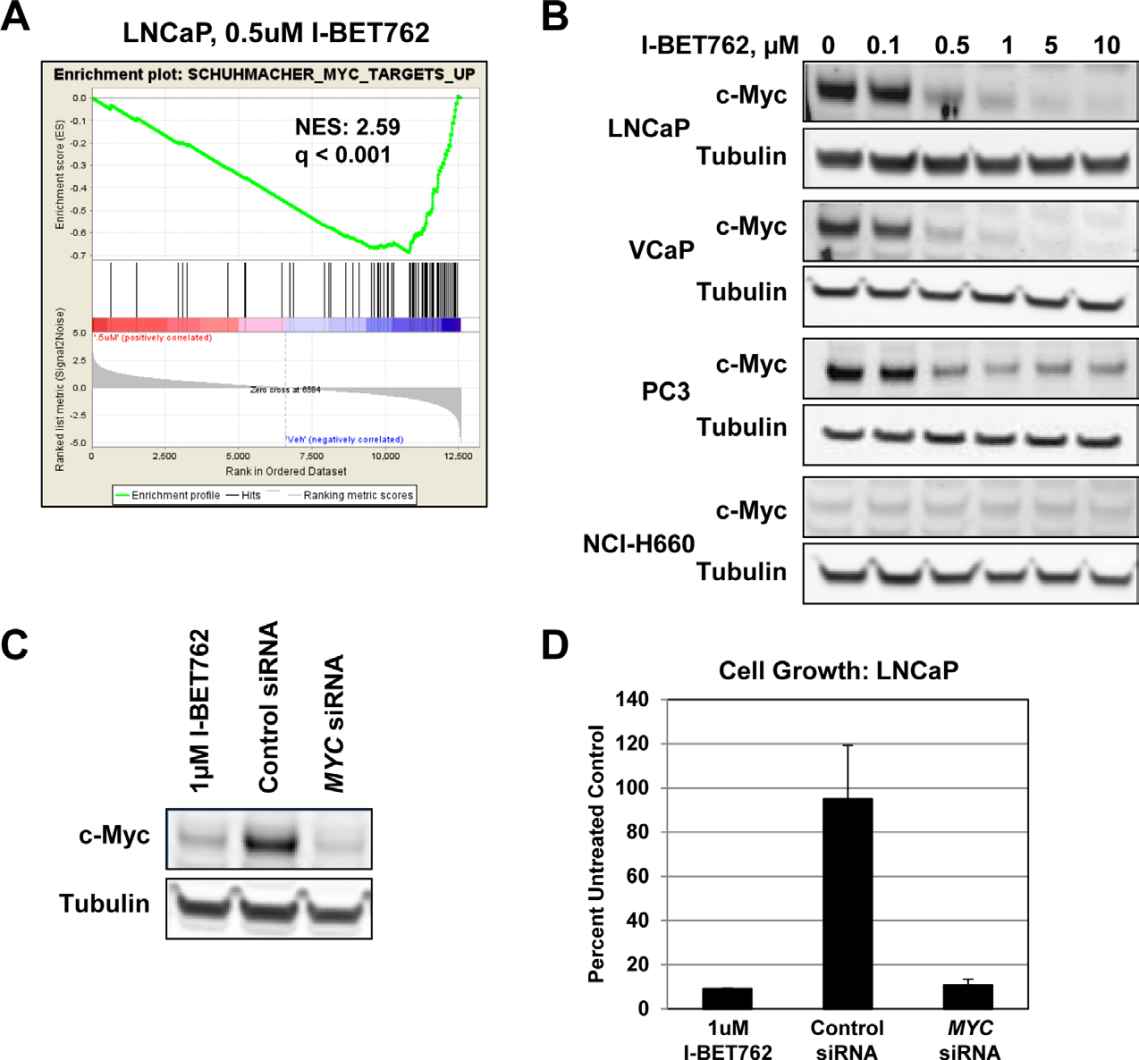
I-BET762 treatment modulates expression of *MYC* and c-Myc-driven pathways in prostate cancer cell lines A, GSEA enrichment plot showing down-regulation of a *MYC* signature in LNCaP cells treated with 0.5 µM I-BET762 for 24 hours. Normalized enrichment score (NES) and FDR q value are indicated. B, Western blot analysis of c-Myc expression in the indicated cell lines following treatment with a titration of I-BET762 for three days. C, Western blot analysis of c-Myc expression following 3 days treatment with 1µM I-BET762, control siRNA, or *MYC* siRNA. D, Analysis of cell proliferation in I-BET762 or siRNA-treated LNCaP cells 6 days post-treatment. Data is presented as percent of untreated control cells, and represents the mean +/− SDM for two independent biological replicates.

### *MYC* Silencing Contributes to I-BET762 Sensitivity in a Subset of Prostate Cancer Cell Lines

We next examined the consequences of *MYC* down-regulation in the LNCaP cell line using siRNA to knock down *MYC* expression. c-Myc protein expression in the siRNA treated sample was reduced to a similar degree as treatment with 1µM I-BET762 (Figure 3C), and siRNA or compound treatment resulted in similar effects on cell growth (Figure 3D). Targeted inhibition of any single BET protein via siRNA treatment produced minimal effects on c-Myc expression (Supplemental Figure S1), suggesting multiple BET proteins contribute to the silencing of c-Myc expression observed upon treatment with I-BET762.

To further examine the contribution of *MYC* silencing to the effects observed upon I-BET762 treatment, we ectopically overexpressed *GFP* or *MYC* in LNCaP and VCaP cells using lentiviral expression constructs. Overall levels of c-Myc expression were relatively similar between *GFP* and *MYC* overexpressing cells; however, exogenous c-Myc expression was not down-regulated by I-BET762 treatment in either cell line (Figure 4A). Analysis of growth effects in *GFP* of *MYC* overexpressing LNCaP cells following I-BET762 treatment revealed a statistically significant 15-fold shift in gIC_50_ when *MYC* expression could not be silenced (Figure 4B). Consistent with the shift in gIC_50_, we observed a reduction in G1 arrest in the *MYC* overexpressing cells as determined by cell cycle analysis (Figure 4C). In contrast, ectopic *MYC* expression in VCaP cells produced minimal effects on growth inhibition (Figure 4B, C) or induction of apoptosis in response to the drug treatment (Supplemental Figure S6). Thus, our data indicate that growth inhibition in response to I-BET762 is due, at least in part, to silencing of c-Myc and its downstream pathways in a subset of prostate cancer cell lines.

**Figure 4:**
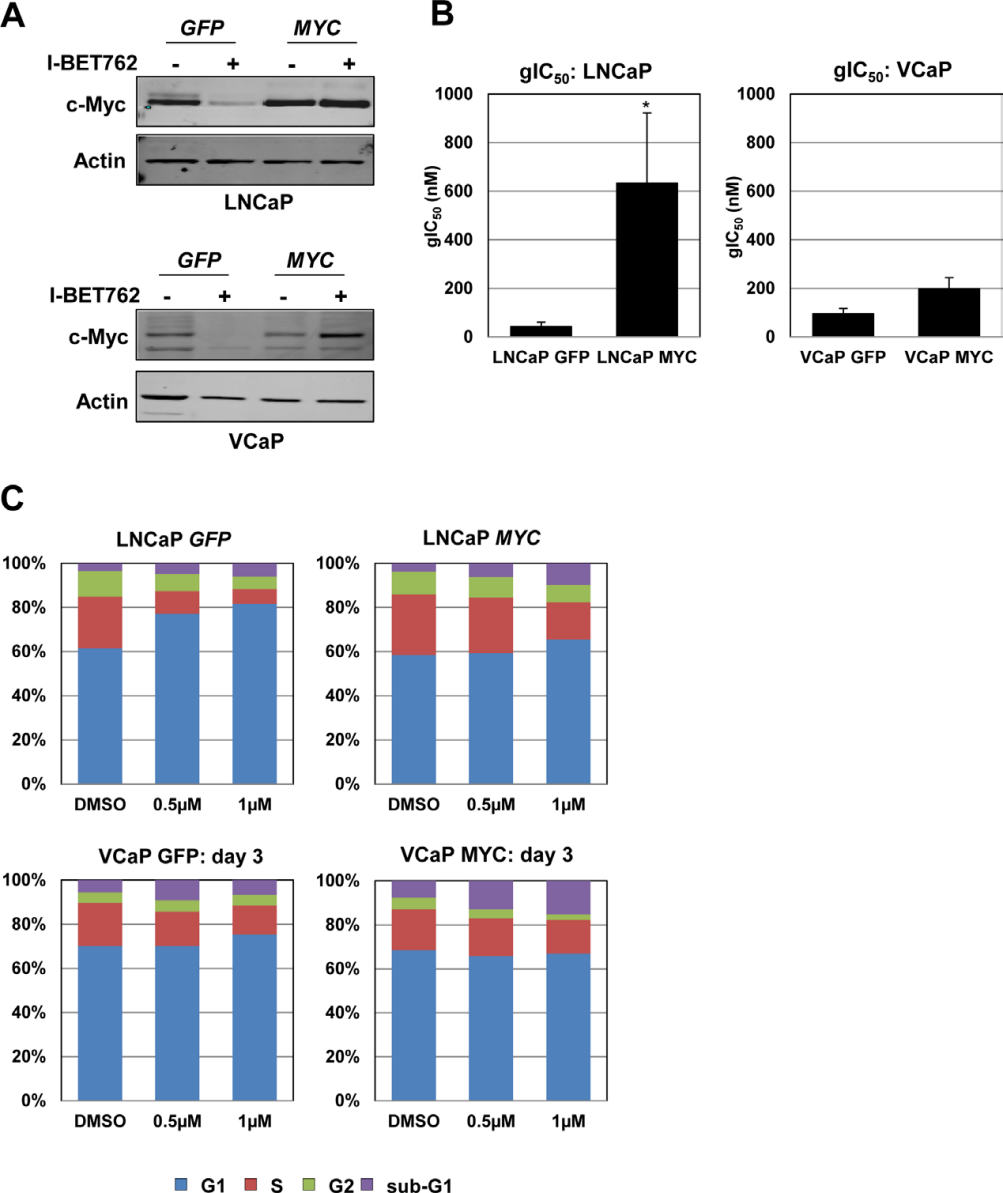
Persistent *MYC* expression partially rescues I-BET762-mediated growth effects in LNCaP cells, but has minimal effect in VCaP cells A, Western blot analysis of c-Myc expression in LNCaP cells (top) and VCaP cells (bottom) overexpressing *GFP* or *MYC* following a three day treatment with 1 µM I-BET762. B, Average gIC_50_ values from a 6 day growth-death assay for LNCaP or VCaP cells overexpressing *GFP* or *MYC* (n=3 for LNCaP; n=2 for VCaP). Asterisk indicates statistical significance as determined by t test (p=0.024). C, Stacked bar graphs representing the average population of cells in various phases of the cell cycle following three day treatment with I-BET762 in LNCaP or VCaP cells overexpressing *GFP* or *MYC* (n=2 for LNCaP; n=3 for VCaP).

### I-BET762 Inhibits Growth of Primary Prostate Cancer Xenografts

We next sought to determine if I-BET762 inhibits prostate tumor growth *in vivo*. We characterized *AR*, *MYC*, and *TMRPSS2*-*ERG* expression in two established primary prostate cancer xenograft models: the castration-resistant LuCaP 35CR model (formerly named LuCaP 35V; [21]) and the neuroendocrine prostate cancer model LuCaP 145.2. While the levels of BRD2, BRD3, and BRD4 are comparable between the two models, LuCaP 35CR expresses high levels of *AR*, *MYC*, and *TMPRSS2-ERG*, whereas expression of these genes are low or undetectable in LuCaP 145.2 (Figure 5A, B). Repeated dosing of mice bearing LuCaP 35CR xenografts with I-BET762 resulted in significant down-regulation of *MYC* as well as *MLKL* (Figure 5C), a gene that was down-regulated in several cell lines upon I-BET762 treatment in culture (Supplemental Table S4). In contrast, we observe no significant change in the low-level expression of *MYC* in the LUCaP 145.2 model; although significant changes in *MLKL* and the BET target gene *BCL2* were detected (Figure 5D; [22]). 

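In the cell lines, MLKL, the pore-forming executor of necroptosis, fell in PC3 and on the arrays labelled VCaP. Its signal in PC3 was 798 ± 31.7 (SD, n = 2) in vehicle, 244 ± 13.7 at 0.5 µM and 186 at 10 µM. The log2 changes were -1.71 (standard error 0.26, limma adjusted p = 0.00299) and -2.10 (adjusted p = 0.000182). On the arrays labelled VCaP it went from 204 ± 8.2 to 41.6 ± 6.5 at 0.5 µM and 45.5 at 10 µM, both under the detection floor, so it was at least 2.04-fold lower (adjusted p = 8.28e-05 and 5.7e-05). The arrays labelled LNCaP, at 63.3 in vehicle, and NCI-H660, at 30.9, had MLKL under the floor throughout, and no fold is given for them. The limma interaction at 0.5 µM (adjusted p = 0.546) cannot decide whether the falls in PC3 and on the arrays labelled VCaP differ. The fall on the arrays labelled VCaP is only a bound, because their treated signal lies under the floor.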

Consistent with our *in vitro* data, I-BET762 produced little to no effect on *ERG*, or *TMPRSS2-ERG* expression in either xenograft model (Figure 5C, 5D). AR expression was undetectable in LUCaP 145.2, and we observed only small, variable effects on AR expression in LuCaP 35CR.

**Figure 5:**
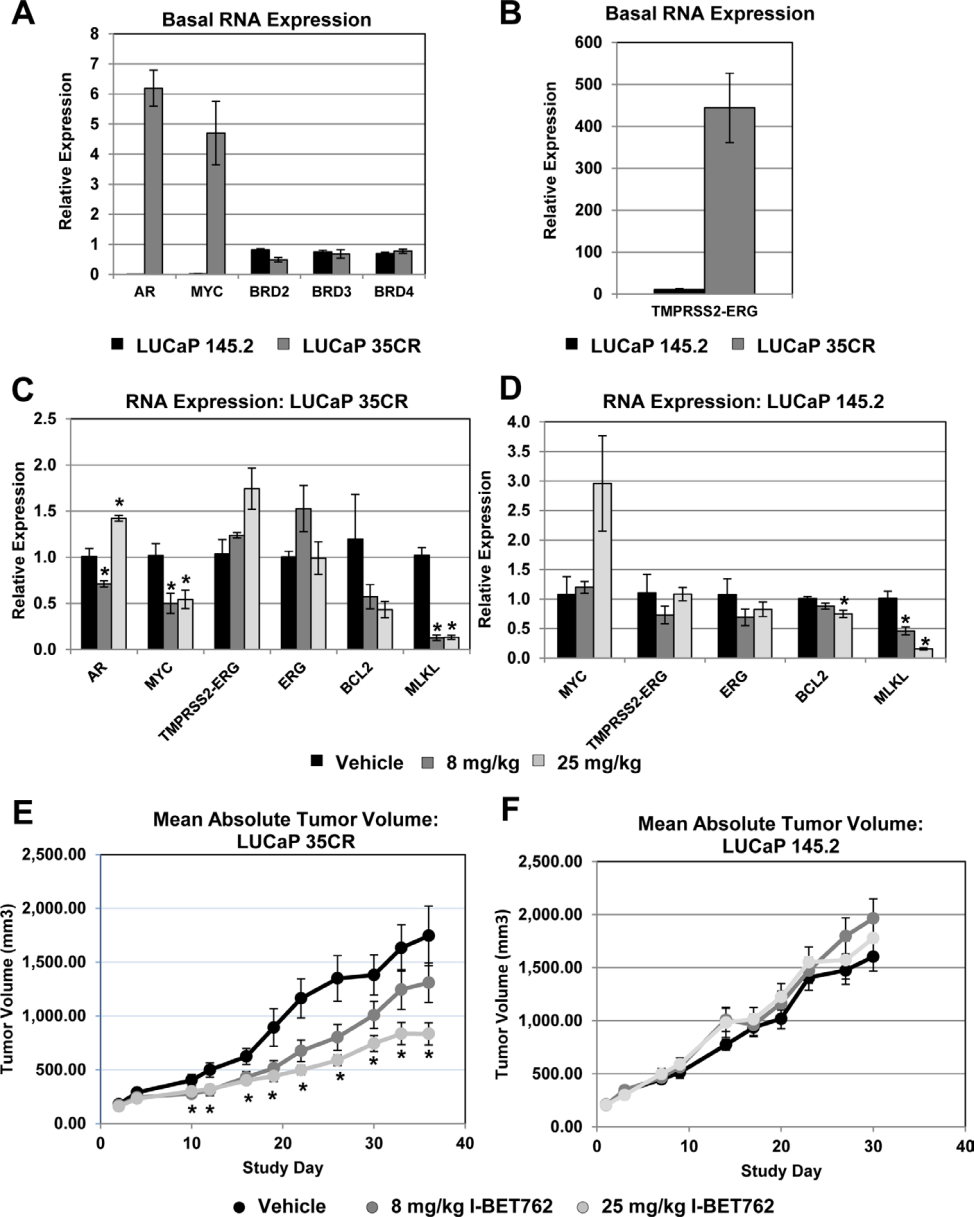
I-BET762 inhibits tumor growth in primary xenograft models with high *MYC*, *AR*, and *TMPRSS2-ERG*expression A, qPCR determination of basal expression of the indicated genes in the LUCaP 35CR and LUCaP 145.2 primary xenograft models. Data were normalized to expression of *GAPDH*, and are presented as relative expression compared to normal prostate RNA. Data represents the mean value ± SEM from three animals. B, qPCR analysis of *TMPRSS2-ERG* expression as described in A. C, qPCR analysis of gene expression changes induced by I-BET762 treatment in the LuCaP 35CR xenograft model. Expression was analyzed in mice treated daily with vehicle, 8 mg/kg I-BET762, or 25 mg/kg I-BET762 for 36 days. Samples were collected 8 hours after dosing on day 36. Data were normalized to expression of *GAPDH*, and are presented as fold induction compared to vehicle treated controls. Data represents the mean ± SEM from three animals. Asterisks indicate significant changes as determined by two-tailed, unpaired t test (p< 0.05). D, qPCR analysis of gene expression changes induced by I-BET762 treatment in the LuCaP 145.2 xenograft model. Expression was analyzed in mice treated daily with vehicle, 8 mg/kg I-BET762, or 25 mg/kg I-BET762 for 30 days. Samples were collected 8 hours after dosing on day 30. Data were analyzed and presented as described in C. E, Mean absolute tumor volumes ± SEM for LUCaP 35CR xenografts following treatment with 8 mg/kg or 25 mg/kg I-BET762. Asterisks indicate p < 0.05 as determined by the Mann-Whitney test. TGI for 8 mg/kg was 27% on Day 36 (n= 10; p= 0.44). TGI for 25 mg/kg was 57% on Day 36 (n=10; p =0.006). F, Mean absolute tumor volumes ± SEM for LUCaP 145.2 xenografts following treatment with 8 mg/kg or 25 mg/kg I-BET762. No significant TGI was observed at either dose.

I-BET762 treatment resulted in dose-dependent tumor growth inhibition (TGI) in the LuCaP 35CR model (Figure 5E). The 25 mg/kg treatment group reached a statistically-significant TGI of 57% (n=10, p=0.006). The 8 mg/kg group exhibited a 27% reduction in tumor growth; however, this effect did not reach statistical significance. In contrast, we observe no significant TGI in the LuCaP 145.2 model (Figure 5F). I-BET762 was well-tolerated in both models at all doses tested (Supplemental Figure S7). Our primary prostate xenograft studies therefore confirm the activity we observed for I-BET762 in prostate cancer cell lines, and highlight the potential of BET inhibitors as therapeutic agents in prostate tumors with high *MYC* expression.

## DISCUSSION

In these studies, we demonstrate that BET proteins regulate *MYC* levels in prostate cancer models and the BET inhibitor, I-BET762, potently decreases *MYC* expression in cell lines and a patient-derived model with high *MYC* expression. Our experiments also show that I-BET762 potently inhibits growth in a subset of cell lines and decreases the tumor burden in androgen-refractory primary patient-derived prostate carcinoma (Figure 5), suggesting that I-BET762 might be a treatment option in advanced prostate cancer.

Prostate carcinogenesis is a stepwise process that starts with the prostatic intraepithelial neoplasia (PIN) and progresses to the invasive carcinoma and androgen refractory disease. *MYC* activation is thought to be an early event in prostate cancer [23]. However, targeting *MYC* expression still represents an intervention option in prostate cancer, as demonstrated by the antisense-nucleotide approach in models of prostate cancer, where targeting *MYC* results in the suppression of proliferation and the reduction of prostasphere formation [24].

Our observation that a BET inhibitor silences c-Myc expression and downstream pathways in prostate cancer cell lines is consistent with a previous report [25]. We further show that prostate cancer cell lines with high c-Myc protein expression are more sensitive to I-BET762 (LNCaP and VCaP, Figure 1A) compared to cell lines with low c-Myc protein expression (NCI-H660 and DU145, Figure 1A). In the LNCaP cell line, *MYC* overexpression partially rescued the I-BET762 induced anti-growth phenotype (Figure 4), suggesting that *MYC* significantly contributes to the response to I-BET762. Previously, it has been reported that regulation of *MYC* expression by BET inhibitors in solid tumors is somewhat cancer-type dependent. In glioblastomas (GBM), BET inhibitor treatment decreases *MYC* expression only in a subset of patient-derived models and exogenous *MYC* expression partially rescues BET driven anti-proliferative effects [26]. These results are consistent with observations that *MYC* is critical for self-renewal and differentiation in GBM [27]. Similarly, in neuroblastoma models BET inhibitors down-regulate *MYCN* expression and the regulation of cellular growth by BET is partially *MYCN*-dependent [28,29]. In contrast to these studies, in lung carcinomas, BET inhibition rarely down-regulates *MYC* and the effect of BET inhibitors on proliferation of lung cancer cells is *MYC*-independent [30]. Further understanding of molecular mechanisms that determine the role of BET proteins in *MYC* regulation will help to guide the selection of *MYC*-driven tumor types that might benefit from BET inhibition therapy.

*MYC* overexpression only partially rescued I-BET762 phenotype in LNCaP cells and had minimal effects in VCaP cells, underscoring that additional mechanisms contribute to I-BET762 induced anti-proliferative effects. 

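The MCM2 to MCM7 genes encode the subunits of the helicase that unwinds DNA at replication origins, and all fell at both concentrations on the arrays labelled LNCaP and VCaP. MCM5 fell most at 0.5 µM, from 2136 ± 159 to 674 ± 81.3 (SD, n = 2) on the arrays labelled LNCaP and from 2350 ± 30.1 to 405 ± 40.3 on those labelled VCaP. These are log2 changes of -1.67 (standard error 0.16, limma adjusted p = 2.36e-05) and -2.54 (adjusted p = 5.52e-07). MCM2 had log2 changes of -1.38 and -2.17, MCM3 of -1.25 and -1.81, MCM4 of -1.06 and -2.0, MCM6 of -1.02 and -1.32, and MCM7 of -1.26 and -1.87. At 10 µM MCM5 reached -2.73 and -3.83. ORC2, a subunit of the origin recognition complex, did not pass at 0.5 µM, with log2 changes of 0.08 (adjusted p = 0.794) and 0.00 (adjusted p = 0.998); at 10 µM they were -0.19 (adjusted p = 0.34) and -0.46 (adjusted p = 0.0219). In PC3 ORC2 fell by 0.50 (adjusted p = 0.0507) at 0.5 µM and by 0.56 (adjusted p = 0.0113) at 10 µM. At 10 µM in PC3 MCM2 fell by 0.73 (adjusted p = 0.000472), MCM5 by 0.95 (adjusted p = 0.00204) and MCM7 by 0.44 (adjusted p = 0.0431). MCM3, MCM4 and MCM6 did not pass there.

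Genes of the G1/S transition, which hold cyclins, E2F factors and enzymes of nucleotide supply, fell too. Of 21 measured on the arrays labelled LNCaP at 0.5 µM, 15 were lower (17 when adjusted over the list alone; limma camera, adjusted p = 5.04e-08). Of 22 on those labelled VCaP, 19 were lower (19 when adjusted over the list alone; adjusted p = 5.03e-18). E2F2 and E2F3, transcription factors of S-phase entry, fell by 1.63 (standard error 0.25, adjusted p = 0.000662) and by 1.41 (standard error 0.16, adjusted p = 5.48e-05) on the arrays labelled LNCaP. CDC25A, the phosphatase that activates CDK2, fell by 1.71 there (standard error 0.60, adjusted p = 0.0847) and was at least 4.26-fold lower on those labelled VCaP (adjusted p = 0.00637). MYBL2, a transcription factor of proliferating cells, fell by 3.28 (standard error 0.27, adjusted p = 4.7e-06) and RRM2, a subunit of ribonucleotide reductase, fell by 2.55 (standard error 0.13, adjusted p = 7.23e-08) on those labelled VCaP. CCND1, which encodes cyclin D1, had log2 changes of 0.85 (standard error 0.54, adjusted p = 0.387) and -0.52 (adjusted p = 0.696). By its other probe set they were 1.33 (adjusted p = 0.103) and -0.15 (adjusted p = 0.927). On the arrays labelled LNCaP the signals went from 3498 ± 103.5 to 6294.5 ± 417.9, and from 1701.7 ± 16.5 to 4264.8 ± 12.6 by the other. NCI-H660, at 26.2 in vehicle, enters the standard error too, so these tests do not show that CCND1 was unchanged. In PC3 3 of 23 G1/S genes were lower and 1 was higher (7 lower when adjusted over the list alone; adjusted p = 0.296), and 1 was lower after median centring. In NCI-H660 none of 20 passed (limma; 1 at an unadjusted p under 0.05 and 1 when adjusted over the list alone, higher; camera, adjusted p = 0.183). Against PC3 and NCI-H660, 17 of 23 fell further on the arrays labelled LNCaP and VCaP (19 when adjusted over the list alone; adjusted p = 1.06e-15). With each line fitted alone, 12 G1/S genes were lower on the arrays labelled VCaP at 0.5 µM. In the single model at 10 µM, 10 of 23 were lower and 2 higher in PC3 (camera, adjusted p = 0.00038). Median centring left 9 lower and 1 higher there. In NCI-H660 2 of 20 were lower and 4 higher at 10 µM (adjusted p = 0.73).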

In cell lines with potent inhibition of cellular growth (LNCaP and VCaP) we observed attenuation of cell cycle pathways, including the down-regulation of MCM genes and genes important for G1/S transition (Table 1, Supplemental Table S2). BRD4 is a known regulator of G1/S transition in mouse fibroblasts, where it activates transcription of Cyclin D, MCM2, ORC2 and other genes that are involved in the cell cycle progression [31]. It is important to note that LNCaP and VCaP cells express higher levels of BRD4 protein and may be dependent on BRD4 to potentiate the G1/S transition. Future studies will be aimed at determining the molecular mechanisms of I-BET762 anti-growth phenotype in the prostate tumor models to identify additional prostate cancer patient populations that might benefit from BET inhibitor treatment.

I-BET762 treatment had minimal effects on expression of AR or its downstream target genes in the LNCaP cell line under non-stimulating conditions (Supplemental Table S3, Supplemental Figure S3). It was previously reported that BRD2 is recruited to the promoters of AR target genes upon androgen stimulation, and that BRD2 recruitment and expression of AR targets are diminished upon treatment with the BET inhibitor JQ1 [25,32]. 

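Androgen-regulated genes went both ways on the arrays labelled LNCaP at 0.5 µM. Of 29 measured members 4 were higher, 6 lower and 19 did not pass (4 and 6 when adjusted over the list alone; limma camera, adjusted p = 0.372). SLC45A3, the prostein gene, rose from 2134 ± 311 to 6858 ± 266 (SD, n = 2), a log2 change of 1.69 (standard error 0.24, adjusted p = 0.000402). KLK4, a kallikrein protease, rose by 1.43 (standard error 0.35, adjusted p = 0.0149). PTGER4, a prostaglandin receptor, fell by 1.53 (standard error 0.31, adjusted p = 0.0046), and HPGD, which degrades prostaglandins, fell by 1.53 (standard error 0.23, adjusted p = 0.000585). At 10 µM 5 were higher and 13 lower (6 and 16 when adjusted over the list alone; adjusted p = 0.143). KLK3, which encodes prostate-specific antigen, went from 7931 ± 267 to 229 ± 35.4, a log2 change of -5.13 (standard error 0.79, adjusted p = 0.000259). ACP3, prostatic acid phosphatase, fell by 4.43 (standard error 0.46, adjusted p = 8.7e-06), and STEAP4, a metalloreductase, fell by 2.51 (standard error 0.43, adjusted p = 0.000661). TRPM8, a cation channel, fell by 2.33 (standard error 0.92, adjusted p = 0.089). The arrays labelled VCaP had 2 of 29 higher and 2 lower at 0.5 µM (3 and 5 when adjusted over the list alone; adjusted p = 0.608) and 3 higher and 8 lower at 10 µM (5 and 13 when adjusted over the list alone; adjusted p = 0.353). After median centring limma called 0 higher there (1 at an unadjusted p under 0.05) and 2 lower at 0.5 µM. At 10 µM 3 were then higher and 10 lower.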

While we cannot rule out a potential role of BET proteins in regulating expression of androgen-stimulated gene expression programs, our data suggest that perturbation of AR-driven pathways plays a minimal role in cellular response to I-BET762 under normal growth conditions.

In addition to the regulation of cellular growth in prostate cancer models, BET inhibition results in the induction of cell death in some cell lines (VCaP, Figure 1). 

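Genes that promote apoptosis went both ways on the arrays labelled VCaP at 0.5 µM. Of 23 measured members 4 were higher, 7 lower and 12 did not pass (4 and 8 when adjusted over the list alone; limma camera, adjusted p = 0.303). FAS, a death receptor, fell by 1.52 (standard error 0.20, adjusted p = 0.000281), and TNFSF10, the death ligand TRAIL, was at least 1.22-fold lower (adjusted p = 0.0233). After median centring 1 was higher and 7 were lower. TXNIP, an inhibitor of thioredoxin, rose by 0.89 (standard error 0.13, adjusted p = 0.00082), as did TRADD, an adaptor of death receptors (standard error 0.23, adjusted p = 0.0279). Of 15 genes that oppose apoptosis 1 was higher and 1 lower (3 and 4 when adjusted over the list alone; adjusted p = 0.431). These were XIAP, a caspase inhibitor, with a log2 change of 0.40 (adjusted p = 0.0682), and BIRC5, survivin, with -1.26 (standard error 0.10, adjusted p = 4.39e-06). Median centring left 0 of the 15 higher by limma (1 at an unadjusted p under 0.05) and 1 lower. The arrays labelled LNCaP bear on the paper's statement if the names were exchanged. Of 27 pro-apoptotic genes there, 7 were higher and 10 lower at 0.5 µM (limma, unadjusted p under 0.05). Of 13 genes that oppose apoptosis, 4 were higher and 4 lower by the same measure.

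In PC3 at 0.5 µM 4 of 17 genes that oppose apoptosis fell and 13 did not pass (4 lower when adjusted over the list alone; adjusted p = 0.0527, and adjusted p = 0.0862 with an estimated correlation). TNFAIP3, a brake on NF-κB signalling, went from 2392 ± 193 to 750 ± 15.4 (SD, n = 2), a log2 change of -1.67 (standard error 0.24, adjusted p = 0.00216). CFLAR, an inhibitor of caspase-8 activation, fell by 1.23 (standard error 0.23, adjusted p = 0.0108). HSPB1, a small heat shock protein, fell by 1.12 (adjusted p = 0.0592), and FAIM, an inhibitor of FAS-mediated death, fell by 0.77 (adjusted p = 0.0136). Of 24 pro-apoptotic genes 2 were higher and 2 lower (3 and 5 when adjusted over the list alone; adjusted p = 0.782), with BIK at -1.31 (standard error 0.15, adjusted p = 0.000357), FAS at -1.04 (adjusted p = 0.0125), TXNIP at 0.91 and BCL2L11 at 0.81 (adjusted p = 0.00107). Among genes called lower in PC3, 3 of 17 detected anti-apoptotic genes were over-represented 17.21-fold (Fisher's exact test, adjusted p = 0.00737), and 2 of 5 genes of necroptosis and pyroptosis, MLKL and the inflammatory caspase CASP4, 39-fold (adjusted p = 0.0105). These calls rest on the single model. Fitted alone, PC3 gave 0 called probe sets by limma at 0.5 µM (941 at an unadjusted p under 0.05). By camera the necroptosis list did not pass in PC3 (2 of 5 lower, adjusted p = 0.397) or on the arrays labelled VCaP (1 of 5 lower, adjusted p = 0.517). Whether PC3 and the arrays labelled VCaP differed in these lists was not tested directly; set against PC3 and NCI-H660, the lines called sensitive showed no difference (adjusted p = 0.64 for pro-apoptotic and 0.541 for anti-apoptotic genes).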

Surprisingly, our microarray analyses suggest that BET inhibition did not attenuate the expression of genes involved in cell death pathways in the VCaP cell line, but had an effect on the expression of cell death pathway genes in a cell line with a weak, cytostatic response to I-BET762, PC3 (Supplemental Table S2). Therefore, the induction of cell death by I-BET762 in prostate models may be context-dependent and will be investigated in future studies.

## METHODS

### Cell lines and Reagents

Cell lines were obtained from **ATCC and a**uthenticated via STR profiling. All cell lines were grown in RPMI-1640 medium containing 10% FBS, 2 mM GlutaMAX (Life Technologies), and 1 mM sodium pyruvate. For androgen-dependent growth assays, LNCaP cells were cultured in phenol red-free RPMI-1640 containing 10% charcoal-stripped FBS, and 10nM DHT. Antibodies and qPCR primers are listed in Supplemental Methods.

### Cell Line Growth Assay

Cell line growth assays were performed as previously described [29]. Briefly, cells were seeded into 96 or 384-well plates at a density optimized for 6 days of growth. T_0_ measurements were taken the following day using Cell Titer-Glo (Promega) following the manufacturer's instructions. Plates were read on a Safire 2 (Tecan) plate reader. Remaining plates were treated with DMSO or a titration of I-BET762 for 6 days and developed as described above. Results were plotted as a percent of the T_0_ value, (normalized to 100%) versus compound concentration, and a 4-parameter equation was used to generate concentration response curves. Growth IC_50_ (gIC_50_) values correspond to the mid-point of the growth window (between DMSO and T_0_ values).

### Caspase 3/7 Assa

Caspase 3/7 assays were performed as described previously [29]. Caspase-Glo 3/7 readings were normalized to Cell Titer-Glo readings from the same treatment group to correct for differences in cell number. Results were plotted as fold-induction relative to DMSO-treated samples from the corresponding time point.

### siRNA Transfections

Reverse siRNA transfections were performed using Lipofectamine RNAiMAX reagent (Life Technologies, Carlsbad, CA) and 25nM siRNA. All siRNA were from Thermo Scientific (Rockford, IL, USA). Catalog numbers for individual siRNAs are listed in Supplemental Methods. Western blot analysis

Lysates were generated in RIPA buffer (Sigma Aldrich) containing 1x protease and phosphatase inhibitor cocktail (Cell Signaling Technology), following the manufacturer's protocol. Protein concentration was determined via BCA protein assay (Thermo Scientific, Rockford, IL, USA), using BSA as a standard. Equivalent amounts of protein were separated by SDS-PAGE and transferred onto nitrocellulose membranes. Antibodies were diluted in Odyssey blocking buffer (LI-COR Biosciences, Lincoln, NE, USA) containing 0.05% Tween-20 at the manufacturer's recommended dilutions. Images were obtained on an Odyssey infrared imaging system (LI-COR Biosciences).

### Cell Cycle analysis

Propidium iodide staining was performed using the Cycletest Plus DNA reagent kit (BD Biosciences) following the manufacturer's instructions, and samples were analyzed on a FACSCalibur flow cytometer (BD Biosciences). Histograms were generated and cell cycle analysis was performed using FlowJo software (Tree Star, Inc., Ashland, OR, USA).

### Affymetrix Microarray Profiling

Two independent biological replicates of LNCaP, VCaP, PC3, or NCI-H660 cells treated with DMSO, 0.5 µM, or 10 µM of I-BET762 for 24 hours were collected and submitted to Expression Analysis (Durham, NC) for profiling on Affymetrix GeneChip® Human Genome U133 Plus 2.0 arrays. CEL files, corresponding to individual samples, were processed by the Micro Array Suite 5.0 (MAS5) algorithm (http://www.affymetrix.com/support/index.affx), where signal values were scaled to a target intensity of 500 and log_2_ transformed. Differentially expressed probe sets were determined by fitting the data to a linear model and carrying out pair-wise contrasts of treatment versus control. Significant probe sets were filtered for detection based on present/absent calling, an average fold-change >2 or <−2, and *P*-values adjusted for multiple testing correction by false discovery rate (FDR) (Benjamin–Hochberg) < 0.1. Statistical analyses were performed using the limma package from Bioconductor. Significant probes for all treatments and cell lines are provided in Supplemental Table S4.

(http://www.bioconductor.org/).

Functional analyses of gene lists in terms of Gene Ontology Biology Process (GO BP) or pathway enrichment were performed at the gene-level using DAVID (http://david.abcc.ncifcrf.gov/). Gene Set Enrichment Analysis (GSEA) was performed using GenePattern (18, 19). Gene set permutations were used to identify significantly enriched gene sets from the c2 (curated gene sets) and c3 (motif gene sets) MSigDB collections using the signal-to-noise metric for vehicle versus I-BET762-treated samples.

### qRT-PCR Analysis

RNA was purified using the RNEasy Mini kit (Qiagen) and cDNA was generated using the High Capacity cDNA Reverse Transcription kit (Life Technologies), following the manufacturers' instructions. TaqMan analysis was performed on an Applied Biosystems ViiA7 real-time PCR machine, using *GAPDH* as an internal control. Relative expression compared to DMSO was calculated using the Comparative Ct (Ct) method following the manufacturer's protocol (Life Technologies).

### Lentiviral Transduction Experiments

Infections were carried out in serum-free RPMI-1640 media at an M.O.I. of 3 over a period of 24 hours. Media containing virus was then removed and replaced with normal growth media. The following day, transduced cells were selected by the addition of 1 µg/ml puromycin to the growth media. Following 96 hours of selection in puromycin, cells were trypsinized, counted and plated for growth-death analysis, cell cycle analysis, or Western blot in normal growth media containing 0.125 µg/ml puromycin. Assays were carried out as described above.

### *In vivo* Studies

All studies were conducted after review by the Institutional Animal Care and Use Committee at GSK and in accordance with the GSK Policy on the Care, Welfare and Treatment of Laboratory Animals. The Institutional Animal Care and Use Committee at GSK specifically approved these studies. The LuCaP series of prostate cancer xenograft lines was developed by co-author RV at the University of Washington. LuCaP 35CR and LUCaP 145.2 models were passaged and grown in castrated male beige SCID mice (CB17.B6-Prkdc<scid>Lyst<bg>, Charles River Labs). Tumors were measured with calipers and randomized using stratified sampling according to tumor size into treatment groups of 10 mice. I-BET762 was prepared as a solution in 1% methylcellulose vehicle containing 0.2% SDS. I-BET762 in vehicle or vehicle alone was administered orally by individual body weight at 10 ml/kg. Mice were weighed and tumors were measured with calipers twice weekly, and mice were observed daily for any adverse treatment affects. All groups of mice were supplemented with Diet Gel (ClearH_2_O) throughout the study. Mice were euthanized using CO_2_ inhalation according to AVMA guidelines after two consecutive tumor measurements greater than 2500 mm^3^, or if body weight loss greater than 20% was observed. For pharmacodynamic studies, mice were euthanized as described above. Tumors were harvested from euthanized mice and placed in RNAlater (Life Technologies) for RNA isolation as described above.

## Supplementary Tables and Figures

How the deposited data were processed for this re-analysis (not part of the article)

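RNA from 4 prostate cancer cell lines was measured on 24 Affymetrix U133 Plus 2.0 arrays, with 2 independent biological replicates of each line in vehicle, 0.5 µM and 10 µM I-BET762 for 24 hours. The paper's growth, protein, qPCR and xenograft measurements were not analysed here. The deposited values are MAS5 signals, an intensity on a linear scale, which the authors scaled to a target of 500 on each array, as the methods, which name Micro Array Suite 5.0, and the submitters' processing notes state. The trimmed mean of each array was checked and was 500.0. The authors' present and absent calls and probe-level files were not used here.

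Of 54675 probe sets, 62 control probe sets were left out and 54613 were tested. The platform annotation gave 41091 probe sets 1 gene symbol and 1801 several, and left 11721 unnamed; 19775 genes were named by probe sets with 1 symbol, and none was named from a probe set with several. Some genes are not reported here. A gene was represented by the probe set with the highest mean log2 signal over all arrays, leaving out those ending in _x_at where another existed.

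The signals were taken to log2 and fitted with limma 3.58.1 in R 4.3.3, in a single model of 12 groups, with empirical Bayes moderation and no trend (12 residual degrees of freedom, prior degrees of freedom 1.29). Contrasts set each concentration against vehicle within each line, 10 µM against 0.5 µM within each line, and the change in LNCaP and VCaP against that in PC3 and NCI-H660. P-values were adjusted by Benjamini-Hochberg over all probe sets within a contrast. Differential expression needed an adjusted p under 0.1, a fold change over 2 and a mean signal of at least 100 in the treated or the vehicle group, a floor that takes the place of the paper's detection calls. Where a group's mean lay under the floor, the fold is a lower bound computed against the floor.

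Gene lists were written from general knowledge. They are DNA replication, G1/S transition, mitosis, c-Myc targets, ribosome biogenesis, cytosolic ribosomal proteins, androgen-regulated genes, ERG targets, pro-apoptotic, anti-apoptotic, and necroptosis and pyroptosis genes, histone cluster genes, CDK inhibitors and p53 targets, interferon response, NF-kB and cytokine genes, cholesterol synthesis, unfolded protein response, hypoxia and glycolysis, and basal and mesenchymal markers. With further marker lists they make 26, tested with limma's camera at a preset correlation of 0.01 and adjusted over all lists and the 8 contrasts against vehicle; the estimated correlation was run beside it. All list calls given in the text hold with an estimated correlation except where its adjusted p is printed and lies over 0.1. Fisher's exact test set the genes called lower at 0.5 µM against all genes detected in that line. fgsea 1.28.0 was run with 10000 permutations as an alternative.

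The genes named are, for each line at 0.5 µM, up to 5 with the largest rise and 5 with the largest fall in the fitted log2 change, which also counts groups under the floor, among called genes whose treated arrays both lay beyond both vehicle arrays; the genes the paper names; HEXIM1; and for a list up to 4 members with the largest change among those that passed. Values in the paper's Tables 1, S2 and S3, and in the part of Table S4 read, had been seen. Genes that mark a line's identity and single list members named because a count is small were chosen after their values were seen.

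The fit was tested on simulated data made from the real group means and spreads, with 100 probe sets changed by each of 2 sizes at 0.5 µM. Of changes of 1.5 on the log2 scale, 97% (LNCaP), 95% (VCaP), 94% (PC3) and 98% (NCI-H660) were called, and of changes of 2 between 97% and 99%; false calls numbered 4 to 10 per line, and the unchanged 10 µM contrasts gave 0 calls by limma. These rates are over all changed probe sets. They need not hold for genes such as ERG, whose standard error takes in near-background groups of other lines.

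Alternatives were no detection floor, a floor of 200, quantile normalization, median centring, an intensity trend, each line fitted alone, the replicate number as a block, a stricter adjusted p, adjustment over detected probe sets only, a fold minimum in the list counts, an estimated correlation, fgsea, other rules for a gene's probe set, and leaving out each array in turn. In the last, the lone array of a group is assumed to vary like the other groups.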

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

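The checks on the ERG and ETV1 signals and on the histone list's probe sets and scaling, and the list test between the arrays labelled LNCaP and VCaP, were chosen only after the results they bear on had been seen. The fit, its interactions for single genes, the list tests within each line, and for MYC both scalings and the leave-outs, were planned.

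The vehicle arrays labelled LNCaP had a mean ERG signal of 6984 and those labelled VCaP 18.1, while VCaP is the line known for the TMPRSS2-ERG fusion and LNCaP for its ETV1 rearrangement. A single wrong array is argued against, since ERG was higher on 6 of the 6 arrays labelled LNCaP than on every array labelled VCaP, and so is a fault of one probe set, since all 4 probe sets of ERG gave this order. VCaP RNA mixed into LNCaP RNA is argued against as the cause of both labels' levels, because it would leave ERG bright on the arrays labelled VCaP, where its highest signal was 28.3. Whether such a mixture adds to the ERG signal on the arrays labelled LNCaP stays open: ETV1 stood at 43 there in vehicle, but at 375 on those labelled VCaP it is too dim to show a small share of LNCaP RNA. A candidate explanation is that the names of the LNCaP and VCaP arrays were exchanged, since ETV1 was higher on 6 of the 6 arrays labelled VCaP than on every array labelled LNCaP. The paper's qPCR finds ERG in VCaP, its Table S4 gives for LNCaP the folds of the arrays labelled LNCaP, and nothing used here settles where such an exchange would have happened.

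MYC rose at 10 µM in NCI-H660, and its change on the arrays labelled LNCaP lay -2.69 log2 units from that in NCI-H660 (limma interaction, adjusted p = 4.83e-07). Scaling of the arrays is argued against, as the lowest change over quantile normalization and median centring was 0.794. One deviating array is argued against too, with a lowest change of 0.651 over the 4 leave-outs. A response of this neuroendocrine line that differs from that of the others may remain, as a hypothesis found and examined on the same arrays. NCI-H660 is also the line with the lowest MYC signal in vehicle, and whether that matters was not tested.

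Histone cluster genes, which the paper does not discuss, rose in all 4 lines, and in PC3 at 10 µM the list gave a camera adjusted p = 8.1e-19. Probes shared between paralogs are argued against, since members measured by unsuffixed probe sets had median changes of at least 0.878 in each line at 10 µM. Scaling is argued against as well, as the lowest median over lines and both scalings was 1.131. Labelling for these arrays starts from poly(A) tails, so a change in tail addition stays open and was not tested. A transcriptional response to I-BET762 may remain, as a hypothesis.

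The CCND1 change differed between the arrays labelled LNCaP and VCaP at 10 µM by 3.30 log2 units (limma interaction, adjusted p = 0.0174). Of the changes within each, the fall of -2.04 (adjusted p = 0.0179) on the arrays labelled VCaP passed and the 1.26 (adjusted p = 0.117) on those labelled LNCaP did not; by the other probe set the rise of 2.39 (adjusted p = 0.0024) on the arrays labelled LNCaP passed and the -1.20 (adjusted p = 0.128) on those labelled VCaP did not. The mitosis list fell further on the arrays labelled VCaP than on those labelled LNCaP at 0.5 µM, with a camera adjusted p = 2.75e-57 for the difference. FAS, a death receptor that the paper does not discuss, had a log2 change of -3.14 (standard error 0.20, adjusted p = 9.8e-08) at 10 µM on the arrays labelled LNCaP.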

How the results depend on the processing

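All alternatives were planned, and no value changed direction past its threshold. Of 675 values under the alternatives, 600 stayed on their side of the threshold or within 1.5 times; of 232 from leaving out 1 array, 210 did. Of these, quantile normalization (62 values), an adjusted p under 0.05 (8), adjustment over detected probe sets (8), the estimated correlation (23) and fgsea (17) changed none; further lists lost their call with the estimated correlation where its adjusted p over 0.1 is printed. Signal over background is the depth here, and genes near the floor of 100 have only bounds. Unless stated, the cause was not tested.

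No detection floor, which keeps more probe sets by construction, gave 3569 probe sets at 0.5 µM on the arrays labelled LNCaP, 2234 on those labelled VCaP, 1078 in PC3 and 680 in NCI-H660, 2896 in PC3 and 3657 in NCI-H660 at 10 µM, and 1555, 813, 296 and 601 in the same order for 10 against 0.5 µM. For that last contrast in PC3 a floor of 200 gave 44, median centring 43 and the trend 150. For c-Myc targets lower, median centring gave 5 in PC3 at 0.5 µM and 0 and 4 in NCI-H660 (0.5 and 10 µM), and the trend gave 16 in PC3 at 0.5 µM. Each line fitted alone has fewer arrays, and with limma gave 0 probe sets in PC3 and NCI-H660 at 0.5 µM (941 and 773 at an unadjusted p under 0.05), 411 in PC3 at 10 µM, and 184, 0, 0 and 0 for 10 against 0.5 µM (672, 298 and 565 at an unadjusted p under 0.05 for the last 3). MYC in PC3 no longer passed (-0.921 and -0.996), and ERG at 10 µM on the arrays labelled LNCaP did (-1.281). Lower at 0.5 µM were 21 replication, 4 mitosis and 20 ribosome biogenesis genes (labelled LNCaP), 12 G1/S genes (labelled VCaP) and 9, 0 and 0 c-Myc targets (labelled VCaP, PC3, NCI-H660), with 0 and 2 at 10 µM in PC3 and NCI-H660. A fold over 2 in the list counts, stricter by construction, left 18, 5, 1, 13 and 27 replication, G1/S, mitosis, ribosome biogenesis and c-Myc genes and 2 androgen-regulated genes at 0.5 µM (labelled LNCaP), 8 and 20 c-Myc targets (labelled VCaP), 2 and 5 (PC3) and 0 and 1 (NCI-H660) at 0.5 and 10 µM. The mean over probe sets gave -1.479 for ERG at 10 µM (labelled LNCaP) and 1 c-Myc target in NCI-H660 at 0.5 µM; the probe set with the largest change gave -2.036 for ERG.

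Leaving out 1 array in turn gave 13 to 15 mitosis genes (labelled LNCaP, 0.5 µM), 20 to 23 c-Myc targets (labelled VCaP, 0.5 µM), 2 to 5 and 17 to 22 (PC3), 0 to 0 and 3 to 8 (NCI-H660), 218 to 289 probe sets in NCI-H660 at 0.5 µM, and 68 to 212 (PC3) and 178 to 272 (NCI-H660) for 10 against 0.5 µM; arrays that moved a count by over 1.5 times are named with it in the text. The replicate block moved 2 of 62 values, c-Myc targets lower at 0.5 µM, to 4 in PC3 and 0 in NCI-H660. Same-numbered arrays did not deviate together (correlations of -0.043 to 0.061 over 34416 probe sets), so the numbers do not pair them.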

Differences from the paper's values

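The values below come from planned comparisons. For ERG at 0.5 µM in VCaP the paper's fold change in Table S3 is 11.3, and the fitted ratio here is -1.78 on the arrays labelled VCaP, at signals of 18.1 in vehicle and 10.2 at 0.5 µM; both lie under the floor, so neither its sign nor its size counts as a measured fold. In NCI-H660 the paper's fold is -11.4 and the value here is -1.04. In both lines the 1 alternative set before the data were examined that comes within the paper's value is the probe set with the largest change, 11.27 and -11.44; quantile normalization, median centring, the trend, each line fitted alone, the replicate block, the mean over probe sets and each left-out array do not. Table S3 is headed as the maximum fold change, which that alternative also takes. The probe set it picks in both lines had mean signals of 2.2 and 21.5 (labelled VCaP) and of 48.8 and 14.8 (NCI-H660) in vehicle and at 0.5 µM, all under the floor of 100.

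For NCI-H660 at 0.5 µM the paper's count of changed probe sets in Table S4 is 972 and the count here is 349, with the paper's present and absent calls replaced by a floor of 100. No detection floor gives 680, which is within 1.5 times of the paper's count. Of 278 of the paper's probe sets read from Table S4, 56 were called here and 69 without a floor. Their folds differ from those here by at most 6.3e-06 on the log2 scale. The floor does not account for most of these 278. As only 278 of 972 were read, this overlap cannot say how far the floor explains the gap to the paper's count. The other alternatives do not reach it: 250 with a floor of 200, 375 with quantile normalization, 287 with median centring, 388 with the trend, 280 with the replicate block, 257 at an adjusted p under 0.05, 401 over detected probe sets, 218 to 289 without single arrays, and 0 by limma with each line fitted alone (773 at an unadjusted p under 0.05).

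The paper describes ERG as expressed in VCaP and uses that line as a fusion-positive model. On the arrays labelled VCaP ERG lay under the floor, and it was high on those labelled LNCaP; NCI-H660, at 138 in vehicle, was above the floor. Table S4 lists ERG as lower in LNCaP at 10 µM; here the change did not pass (-1.28, adjusted p = 0.166), and passed with each line fitted alone, as the mean over probe sets (-1.48) and by the probe set with the largest change (-2.04). Androgen-regulated genes are described as hardly affected in LNCaP. At 0.5 µM 10 of 29 measured targets passed on the arrays labelled LNCaP, and at 10 µM 18 of 29 did, 13 of them lower, with KLK3 at a log2 change of -5.13; the list as a whole did not pass at 0.5 µM (camera, adjusted p = 0.372) or at 10 µM (0.143, and 0.413 with an estimated correlation). Without a fold minimum 4380 of 26533 detected probe sets were higher and 3471 lower on these arrays at 0.5 µM. At 10 µM 7257 of 26929 were higher and 6098 lower, so many of any list would pass at either concentration. The arrays labelled VCaP had 2 of 29 higher and 2 lower at 0.5 µM (adjusted p = 0.608) and 3 higher and 8 lower at 10 µM (adjusted p = 0.353), which bears on the statement if the names were exchanged. Median centring left 0 higher on them at 0.5 µM by limma (1 at an unadjusted p under 0.05).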

Other observations

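Histone cluster genes rose in every line and none fell. At 0.5 µM 18 of 26 were higher on the arrays labelled LNCaP (20 when adjusted over the list alone; limma camera, adjusted p = 2.52e-10), 16 of 30 on those labelled VCaP (19; adjusted p = 4.73e-08), 20 of 27 in PC3 (23; adjusted p = 2.14e-20) and 15 of 23 in NCI-H660 (21; adjusted p = 8.59e-13); limma called 0 lower in each, and 0 at an unadjusted p under 0.05. H2BC21, a histone H2B gene, rose from 366 ± 50.4 to 2064 ± 114 (SD, n = 2) on the arrays labelled LNCaP, a log2 change of 2.50 (standard error 0.11, adjusted p = 8.37e-08). H2AC8 rose by 2.62 in PC3 (standard error 0.11, adjusted p = 1.14e-07). No difference between the lines called sensitive and the others was shown for the list (adjusted p = 0.643). Inhibitors of cyclin-dependent kinases and p53 targets rose on the arrays labelled LNCaP at 0.5 µM, with 10 of 18 higher and 3 lower (12 and 3 when adjusted over the list alone; adjusted p = 0.00118, and 0.0433 with an estimated correlation); median centring gave 6 higher and 3 lower. CDKN1C, the inhibitor p57, rose by 2.88 (standard error 0.19, adjusted p = 1.79e-06) and at 10 µM went from 421 ± 5.8 to 23207 ± 807, a log2 change of 5.78 (adjusted p = 1.71e-09). GADD45B, a stress-induced growth arrest gene, rose by 1.61 and SESN1, a sestrin, by 1.49. The unfolded protein response list rose on these arrays too, with 12 of 21 higher and TRIB3 lower (12 and 2 when adjusted over the list alone; adjusted p = 0.000559, and 0.0289 with an estimated correlation); PDIA4 rose by 1.13 and HSP90B1 by 1.1. Genes of hypoxia and glycolysis fell for 12 of 27 and rose for 4 (14 and 4 when adjusted over the list alone; adjusted p = 0.00166, and adjusted p = 0.358 with an estimated correlation), with PFKP, a phosphofructokinase, at -1.81 (standard error 0.15, adjusted p = 6.15e-06).

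Some transcripts of inflammation fell in PC3 at 0.5 µM. Of 23 measured NF-kB and cytokine genes 7 fell and 16 did not pass (9 lower when adjusted over the list alone; adjusted p = 0.000335, and 0.0998 with an estimated correlation), and 6 of them were among the genes called lower, 25.44-fold over chance (Fisher's exact test, adjusted p = 1.33e-06). PTGS2, the inducible cyclooxygenase, fell by 4.47 (adjusted p = 0.0957), IL7R, an interleukin receptor, by a log2 change of -2.92 (standard error 0.72, adjusted p = 0.0449), and IL1B by one of -2.05 (standard error 0.46, adjusted p = 0.0306). Interferon response genes fell in PC3 for 7 of 37 with 1 higher (18 lower when adjusted over the list alone; adjusted p = 1.21e-06, and 0.0143 with an estimated correlation), IFITM1 by a log2 change of -1.88 (standard error 0.40, adjusted p = 0.0228). In NCI-H660 3 of 29 fell and 1 rose (15 and 2 when adjusted over the list alone; adjusted p = 0.000181, and 0.0466 with an estimated correlation), with 8 lower after quantile normalization and 2 after median centring. On the arrays labelled LNCaP the list went both ways (6 of 25 higher, 8 lower, adjusted p = 0.639), though CXCL10 was at least 12.9-fold lower (adjusted p = 0.00122). With each line fitted alone limma called 0 probe sets in PC3 and in NCI-H660 at 0.5 µM (941 and 773 at an unadjusted p under 0.05). Enzymes of cholesterol synthesis rose in NCI-H660 at 10 µM, with 7 of 18 higher and 1 lower (11 and 1 when adjusted over the list alone; adjusted p = 0.000265, and 0.00567 with an estimated correlation); TM7SF2 rose by 1.62 (standard error 0.15, adjusted p = 1.43e-05) and LSS by 1.07.

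Among 9780 genes detected in all lines, 3 were lower in all 4 at 0.5 µM (FAS, KCTD15 and ZNF618) and 5 were higher in all 4 (H2AC8, H2BC21, H2BC4, H2BC5 and H4C8), where independent lists would give 0. Lower in exactly 2 lines were 122 against 26.08 from independent lists, and in 3 lines 13 against 0.24. Higher in 2 lines were 72 against 11.45, and in 3 lines 16 against 0.09.

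Genes named by their fitted change at 0.5 µM are given without an order, since most have a group under the floor. Measured above it in both groups were CFAP69, which rose from 325 to 3510 on the arrays labelled LNCaP, ZNF367, which fell from 2766 to 251 on those labelled VCaP, PTGS2 in PC3, CCN2 (connective tissue growth factor), which rose from 378 to 3361 in PC3, and DCXR, which rose from 2534 to 10851 in NCI-H660. The others have only bounds. Lower on the arrays labelled LNCaP were CCL2, a monocyte chemokine (at least 5.56-fold), CEP15 (at least 31.8-fold), CXCL11 (at least 9.88-fold), GJB6 (at least 1.63-fold) and GALNT14 (at least 1.59-fold), and higher were CYP46A1, IQCN, TNNC1 and LOC728392 (at least 1.19-fold to 2.05-fold). On those labelled VCaP ABCB11, LAMA1, GPR19 and DEFB132 were lower (at least 2.84-fold to 6.59-fold) and LINC01647, DNAH6, CYP46A1, ATP6AP1L and CD82 higher (at least 1.02-fold to 2.67-fold). In PC3 SERPINB3 (at least 6.21-fold), SCG5 (at least 11.7-fold), APOBEC3G (at least 1.23-fold) and GPR17 (at least 1.06-fold) were lower, and LOC730098, MYO1F, HOXC-AS3 and TRIM36 higher (at least 1.2-fold to 1.49-fold). In NCI-H660 IGFL2, RAMP2, LTF, OR7E47P and TMEM176A were lower (at least 1.09-fold to 2.37-fold), and PPM1J, BAIAP3, CDC42EP2 and ETV5 higher (at least 1.33-fold to 1.72-fold).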
